# The effect of maternal antibiotic use in sows on intestinal development in offspring

**DOI:** 10.1093/jas/skaa181

**Published:** 2020-06-01

**Authors:** Astrid de Greeff, Dirkjan Schokker, Petra Roubos-van den Hil, Peter Ramaekers, Stephanie A Vastenhouw, Frank Harders, Alex Bossers, Mari A Smits, Johanna M J Rebel

**Keywords:** antibiotic, gut development, immune response, microbiota, piglets, transgenerational

## Abstract

The objective of this study is to investigate the effect of a maternal antibiotic administration during the last week of gestation on the early life intestinal development in neonatal piglets. Colonization of the gut with bacteria starts during birth and plays a major role in the intestinal and immunological development of the intestine. We demonstrate that maternal interventions induced changes in the sows (*n* = 6 to 8 per treatment) fecal microbiota diversity around birth (*P* < 0.001, day 1). Whole-genome microarray analysis in small intestinal samples of 1-d old piglets (*n* = 6 to 8 per treatment) showed significantly expressed genes (*P*_adj_ < 0.05) which were involved in processes of tight junction formation and immunoglobulin production. Furthermore, when performing morphometry analysis, the number of goblet cells in jejunum was significantly (*P* < 0.001) lower in piglets from amoxicillin administered sows compared with the respective control piglets. Both significantly expressed genes (*P*_adj_ < 0.05) and significant morphometry data (jejunum *P* < 0.05 and ileum *P* < 0.01) indicate that the crypts of piglets from amoxicillin administered sows deepen around weaning (day 26) as an effect of the amoxicillin administration in sows. The latter might imply that the intestinal development of piglets was delayed by maternal antibiotic administration. Taken together, these results show that maternally oral antibiotic administration changes in early life can affect intestinal development of the offspring piglets for a period of at least 5 wk after the maternal antibiotic administration was finished. These results show that modulation of the neonatal intestine is possible by maternal interventions.

## Introduction

Maturation of the gastrointestinal tract of piglets is a multifactorial process that is important for the health of piglets in production systems (Penders et al., 2006; Mulder et al., 2009; Langley-Evans, 2015; Nobel et al., 2015). Here, we aimed to improve health of piglets via maternal interventions. Studies in humans and animals indicate that maternal diet in gestation and lactation influences intestinal development and health in offspring. Intestinal microbiota contributes significantly to immunological development and metabolic health (Cox et al., 2014). Shifts in the composition of the microbiome, especially at young age, can lead to perturbation of immune regulatory networks in the intestine that affect health (Schokker et al., 2014; Benis et al., 2015; Merrifield et al., 2015). This implies that changes and interventions in the early life development of the gut could have long-term effects on the competence of the host immune system.

It was shown previously that a single antibiotic treatment in piglets directly after birth led to significant changes in microbiome composition of piglets that persisted over time (Janczyk et al., 2007; Schokker et al., 2014, 2015). Antibiotic-treated pigs developed into a different homeostatic state than control piglets, indicating that early life interventions can have long-lasting effects (Schokker et al., 2015). Our hypothesis is that maternal interventions will influence the intestinal immune development of the offspring. Therefore, the objective of this study is to investigate the effect of a maternal antibiotic (amoxycillin) treatment during the last week of gestation on the early life intestinal development in neonatal piglets.

## Materials and Methods

### Ethical statement

The established principles of laboratory animal use, the European Union, and Dutch laws related to animal experiments were adhered to in this study. The Dutch Commission for Animal Studies approved the study under 2012.III.05.041. The animal experiment was approved by the Ethical Committee of Utrecht University (the Netherlands), in accordance with the Dutch law on animal experiments. Animal suffering was not expected within this particular experiment due to the nature of the intervention (amoxicillin treatment).

### Experimental design, housing, and diet

Thirty-one Hypor gilts and sows (and their offspring) divided over three different batches were allotted to one of two treatments based on BW, backfat thickness and parity 4 wk before farrowing (day 87 of gestation) (de Greeff et al., 2015), all these animals were included for the zootechnical parameters. Only a limited number of sows were included for molecular analyses (*n* = 6 to 8 per group). Both treatment groups received standard gestation and lactation feed (Supplementary Table S1, values were obtained by chemical analysis). The sows received a daily dosage of Paracillin SP (amoxicillin) (MSD Animal Health, Boxmeer, The Netherlands) added to the diet (Supplementary Table S1), from 1 wk before expected day of farrowing until farrowing, at an inclusion rate of 15 mg/kg BW. From farrowing till weaning, sows were fed standard lactation diet without antibiotics. Sows were housed at Trouw Nutrition Swine Research Centre in gestation group housing and lactation departments. During lactation, sows were housed individually. Sows had free access to water and were fed according to a standard feeding scheme. Feed intake was recorded using automated feeders. Farrowing was induced in sows that did not farrow naturally on day 114 of gestation. The sows were weighed at the start of the trial (day 87 of gestation), on arrival to the lactation room (day 108 gestation), on days 2 and 7 after farrowing and at weaning (day 26). Colostrum sample was collected after the first piglet was born and milk was collected 7 d after farrowing. To measure the treatment effect on microbiota, fecal samples from sow were collected on 7 d before farrowing, day of farrowing and 7 d after farrowing from three sows of the both batches (resulting, six to eight sows per treatment). Vaginal swabs were collected after the first piglet was born for microbiota analysis. An overview of sow samples included in downstream analyses is shown in Table 1. The mortality of the piglets was recorded.

**Table 1.** Overview of the number of sampled sows and piglets used for downstream analyses^1^

Sow	Microbiota					
Time point (d)^2^	Amox^3^	Control				
−7	8	6				
0	6	6				
1	7	3				
7	8	6				
**Piglet**	**Microbiota**		**Gene expression**		**Histomorphometry**	
**Time point (d)4**	**Amox**	**Control**	**Amox**	**Control**	**Amox**	**Control**
1	7	4	4	6	5	4
7	7	7	4	6	8	6
W	6	6	4	3	7	6
W4	6	5	4	5	8	7
W28	6	4	4	3	7	4

^1^Includes only the samples that passed quality control.

^2^ −7, 7 d before starting the antibiotic treatment.

^3^Amox refers to the piglets born from sows that received amoxicillin.

^4^W refers to weaning.

Piglets were weighed immediately after birth, at 24 h (20 to 25 h), 7 d, at weaning (day 26) and 4 wk after weaning (day 54). On days 1 and 7, at weaning, 4 d after weaning (day 30) and 4 wk after weaning (day 54) one apparently healthy male piglet from each sow (*n* = 6 to 8) was selected, based on the average BW of the piglets and in good health and euthanized by intravenous administration of Euthasol (24 mg/kg BW) and subsequent exsanguination (total 30 piglets) to collect intestinal digesta and intestinal tissue samples. Intestinal digesta was collected from jejunum to analyze the microbiota. Intestinal scrapings were collected from ileum and jejunum for gene expression analysis. Sections of intestinal tissue from jejunum and ileum were spread on cork and fixed in formalin for histological morphometric analysis. An overview of piglet samples included in downstream analyses is shown in Table 1. Blood serum was collected to analyze systemic responses. To determine whether the milk from sow can potentially carry the amoxicillin traces provided to the sows, the amoxicillin levels in milk collected shortly after farrowing were determined by high-performance liquid chromatography (RIKILT, Wageningen, the Netherlands). Two out of 15 treated sows showed low (2.8 and 4 µg/kg) concentrations of amoxicillin in the milk, the other 13 samples were below detection levels, making a direct effect of amoxicillin traces via milk very unlikely.

### Analysis of microbiota composition and diversity

Microbiota diversity and composition was determined in sow feces, sow vaginal swabs, and piglet jejunal digesta samples. These collected samples were kept on dry-ice and further stored at −80 °C until analysis. To extract DNA, samples were mixed in a 1:1 ratio with cold PBS and centrifuged for 5 min at 4 °C at 300 × *g*, the centrifuging could potentially skew the microbiota distribution by excluding bacteria that adhere to particulate material. Supernatant was collected and centrifuged for 10 min at 4 °C at 9,000 × *g* (Eppendorf). Mechanical shearing was carried out on the pellets containing the bacterial load in Lysing Matrix B tubes using the FastPrep-24 (MP Biomedicals, Solon, OH) following manufactures protocol, i.e., three times 30 s at a speed of 30 Hz. Thereafter, DNA was extracted using the “QIAamp DNA stool minikit” (Qiagen, Valencia, CA) according to manufacturers’ instructions. Both, quality and quantity of DNA were checked using the NANOdrop (ND1000, Agilent Technologies, Santa Clara, CA). For bacterial amplicon library preparation, PCR was performed to amplify (20 cycles) the 16S rRNA gene hypervariable region V3 fragment using forward primer V3_F (CCTACGGGAGGCAGCAG) and reverse primer V3_R (ATTACCGCGGCTGCTGG) (Schokker et al., 2018a). The amplicons were checked on agarose gel. Thereafter, the amplicons from each samples were bar-coded with Illumina adapters and sequenced using paired-end sequencing, 2 × 150 bp technology on a MiSeq sequencer (Illumina, San Diego, CA) at a sequencing depth in the range of 196K to 1.2M read-pairs per sample (median 670,647 read-pairs per sample). One sample that did not pass the quality control was excluded. The adapter and primer-clipped, filtered, and error-corrected sequence data are available as a phyloseq object at https://doi.org/10.5281/zenodo.3602861, which can be directly loaded into R by using the ‘phyloseq’ package (McMurdie and Holmes, 2013).

The phyloseq object creation and statistical analyses were performed in R 3.5.1 (R Core Team, 2014). Briefly, the amplicon sequences were quality filtered, primer-trimmed, error-corrected, dereplicated, chimera-checked, and overlapping R1 and R2 sequences were merged using the dada2 package (v.1.4.0; Callahan et al., 2016). By using the standard parameters except for *TruncLength* = 140,100 and minOverlap = 10), and reads were classified with the SILVA v.132 classifier (Quast et al., 2013). The statistical analyses of the taxonomic distributions were performed with the *phyloseq* (version 1.28.0) (McMurdie and Holmes, 2013) and *vegan* (version 2.5 to 6) (Oksanen et al., 2019) packages. Prior to analyses, the data were rarefied to 17,192 per sample (*rarefy_even_depth,* rngseed=12345) to allow diversity comparisons and the final dataset contained 5,966 taxa.

To determine the (semi) quantitative level of microbial load per sample (1 mL), qPCR was performed. Briefly, qPCR was performed using 1:10,000 dilution of isolated DNA from the intestinal samples using the 16S rRNA gene-derived primers as described above and Powr Sybr Green PCR Master mix (Applied Biosystems) with the following PCR conditions: 10 min at 95 °C, 40× (15 s at 95 °C, 30 s at 59 °C, 36 s at 72 °C), followed by a dissociation curve using the ABI7500 (Applied Biosystems). To allow standardization of the amount of 16S rRNA and detect potential amplification inhibiting factors, an internal control is added to each reaction, to determine the PCR efficiency of each sample. This internal control, 1 ng of an internal control of nonrelated DNA (luciferase gene), was spiked to the samples and amplified in a separate qPCR using primers JR331 CCTGAAGTTCATCTGCACCA and JR328 CTTGTAGTTGCCGTCGTCCT with the following PCR conditions: 10 m at 95 °C, 40× (15 s at 95 °C, 30 s at 58 °C, 36 s at 72 °C), followed by a dissociation curve using the ABI7500 (Applied Biosystems). The (semi) absolute level of microbial load per sample was calculated by dividing the amount of 16S-amplicon signal by the amount of internal control (Green Fluorescent Protein). Data analysis was done using Graphpad software Prism (version 8.2.1) with a two-way ANOVA following *y* = time-effect × treatment-effect + residual errors with Bonferroni post hoc testing.

### Gene expression analysis of intestinal tissue

Total RNA was extracted from 50 to 100 mg jejunum tissue scrapings. Samples (representing an individual piglet) were homogenized using a TissuePrep Homogenizer in 5 ml TRIzol reagent (Life Technologies, Carslbad, CA). The homogenate was centrifuged for 5 min at 21,000 × *g*. Three hundred and fifty microliters of supernatant were used to isolate RNA using the Direct-zol kit (Zymo Research, Irvine, CA) according to instructions of the manufacturer. Quality control in terms of quality and quantity of the isolated RNA from each sample was performed on the BioAnalyser (Agilent Technologies) and Nanodrop (Agilent Technologies). Labeling (Cyanine-3), hybridization, scanning, and feature extraction of microarrays was performed as described before (Schokker et al., 2018b), porcine (one-color) microarrays were ordered at Agilent Technologies. Microarray data were submitted to NCBI GEO under accession number GSE115178. The data were analyzed by using R (v3.0.2) by executing different packages, including Linear Models for Microarray and RNA-Seq Data (**LIMMA**) and arrayQualityMetrics (Kauffmann et al., 2009). The data were read in and background corrected (method = “normexp” and offset = 1) with functions from the R package LIMMA (Ritchie et al., 2015) from Bioconductor (Gentleman et al., 2004). Quantile normalization of the data was done between arrays. The duplicate probes mapping to the same gene were averaged (‘avereps’) and subsequently the lower percentile of probes were removed in a three-step procedure: (1) get the highest of the dark spots to get a base value, (2) multiply by 1.1, and (3) the gene/probe had to be expressed in each of the samples in the experimental condition. The contrasts between piglets born from amoxicillin treated sows and control sows were studied for each time point. Genes were denoted as significant when the adjusted *P*-value, multiple testing correction method was False Discovery Rate, was below 0.05 and the log fold change was below −1.5 or above 1.5. The Database for Annotation, Visualization, and Integrated Discovery (DAVID, version 6.8) was used to perform Functional Annotation Clustering (**FAC**) for the different contrasts. The up- and downregulated genes, here adjusted *P*-value < 0.05 and log fold change below −1.0 or above 1.0, were separately analyzed. The fold change threshold was more lenient here, because we wanted to start with a higher number of (annotated) genes in order to have a sufficient number of genes to investigate the affected biological processes.

### Histomorphometric analysis of intestinal tissue

Intestinal tissues samples were collected in formalin. Formalin-fixed samples were embedded in paraffin, sectioned at a 5-μm thickness, and stained with hematoxylin and eosin for histologic examination. The villus length and crypt depth were determined. These morphometric measurements were performed by using the image analysis software Image Pro Plus 7 (Media Cybernetics, Silver Spring, MD). Each measurement of villus crypt ratio was determined in triplicate, on three representative locations per slide, the average was included for analysis.

To determine the proliferating cells in the tissue sections, proliferating cell nuclear antigen (**PCNA**) staining, a cell proliferation marker expressed by cells throughout the S to M phases of the cell cycle (Yu et al., 1992), was carried out. PCNA was detected as described before (de Greeff et al., 2016). Data analysis was performed by using the Graphpad software Prism (version 8.2.1) with a two-way ANOVA following *y* = time-effect × treatment-effect + residual errors with Bonferroni post hoc testing.

## Results

### Effect of antibiotic treatment on performance

Antibiotic treatment did not significantly affect sow weight nor feed intake (Figure 1a and b). However, a coincidental difference in reproduction parameters was found between treatment groups, where sows in the antibiotic group had significantly smaller litter sizes, higher number of piglets born alive and a lower number of stillborn piglets (Figure 1c). Antibiotic treatment did not affect weight of piglets until 54 d of age when the experiment ended (Figure 1d).

**Figure 1.**
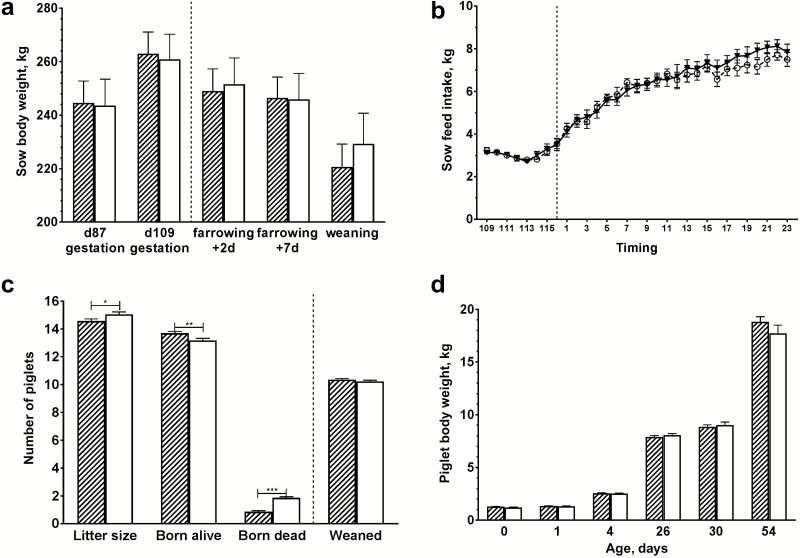
BW of sows and piglets, feed intake of sows and reproductive traits. BW of sows (panel a); feed intake of sows (panel b); reproduction traits of sows (panel c); BW of piglets are depicted (panel d). Open white bars represent the control group, hatched bars represent the amoxicillin-treated group. The hatched line indicates the moment of farrowing; error bars indicate standard error of the mean; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

### Effect of maternal antibiotic treatment on microbiota of sows and their offspring

The effect of maternal amoxicillin treatment on microbiota composition and diversity of both sow and piglet was determined. Amoxicillin treated sows showed a numerical reduction in bacterial concentration in their vagina on day 0, as well as in feces on day 1 compared with control sows (Figure 2a), although these differences were not statistically significant (*P* > 0.05 after post hoc testing of the two-way ANOVA). There was a significant impact of antibiotic treatment on the Shannon diversity of the fecal microbiota of sows on day 1, but not on day −7 or day 7 or the vaginal microbiota at partus (Figure 3). Although diversity of sow fecal microbiota decreased after farrowing, this was true for both the antibiotic treated sows and the control group, suggesting that giving birth affected fecal microbiota composition. One week after gestation (and cessation of antibiotic therapy) sow fecal microbial diversity was already back at the original diversity (from day −7). The vaginal microbiota of sows was less diverse than the fecal microbiota (Figure 3). When focusing on the total microbiota composition of the different sites, fecal vs. vaginal, we observed significant differences for the day (days −7, 0, 1, and 7) and group interaction (amoxicillin/control) (Figure 4). This means that we cannot disentangle the effect of day and group.

**Figure 2.**
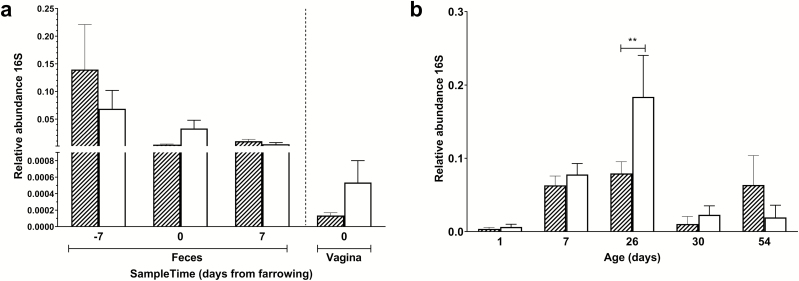
Abundance of microbiota as determined using a quantitative PCR on 16S rDNA genes. qPCR was performed on fecal and vaginal samples from sows (panel a) and jejunal content of piglets (panel b). Quantities were expressed relative to an internal PCR control (GFP) to correct for putative inhibition in individual samples. Open white bars represent the control group, hatched bars represent the amoxicillin-treated group; error bars indicate standard error of the mean; ** *P* < 0.01.

**Figure 3.**
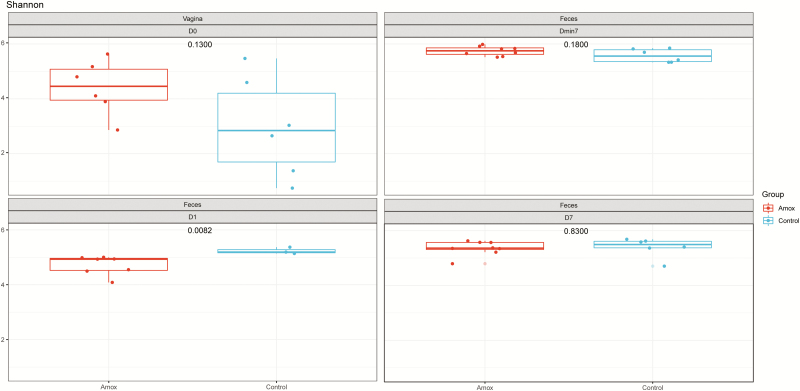
Shannon diversity of vagina and fecal samples of amoxicillin and control sows. Left top panel depicts the sow vagina microbiota diversity for amoxicillin (red) and control (blue). Whereas the right top panel depicts the sow fecal microbiota diversity at day −7, i.e., 7 d before starting the antibiotic treatment. Left bottom panel shows day 1, i.e., 1 d after cessation of the antibiotic treatment, and the right bottom panel shows 7 d after cessation of the antibiotic treatment. The numbers in the center of each panel represent the *P*-value as calculated by a Student’s *T*-test comparing the Amox vs. the control group.

**Figure 4.**
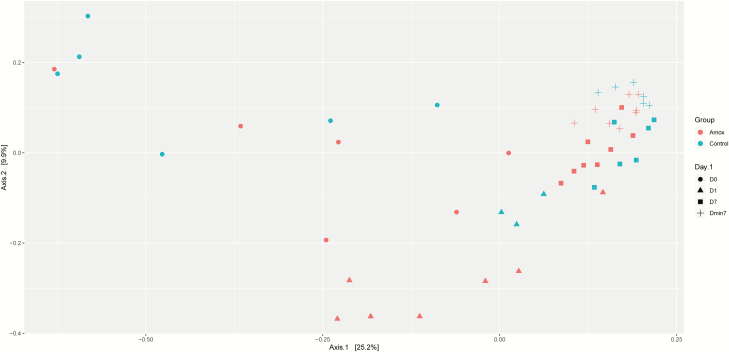
Principal coordinate analysis of the vagina and fecal samples of amoxicillin and control sows. Groups are depicted by different colors, where red represents amoxicillin-treated sows and blue represents control sows. The site of sampling and day are depicted by shape, filled circle, for vagina day 0 (V_D0), + for feces day −7 (7 d before starting the antibiotic treatment, F_Dmin7), filled triangle, for feces day 1 (1 d after cessation of the antibiotic treatment, F_D1), and filled square, for day 7 (7 d after cessation of the antibiotic treatment, F_D7). The first axis explains 25.2% of the variation, whereas the second axis explains 9.9%.

In piglets, jejunal ingesta did not show any significant changes in Shannon diversity between control piglets and piglets from sows that received amoxicillin during gestation (Figure 5). There was however a clear time effect observed in the diversity profile. At day 1, immediately after birth, Shannon diversity and “observed species” were low compared with later time points. Until weaning, Shannon diversity and “observed species” increased in time to both drop steeply at weaning (Figures 2b and 5). After weaning, diversity and amount of microbiota increased again but at a slower rate than before weaning. Four days after weaning, piglets from amoxicillin-treated sows showed a significant decrease in the “observed species” compared with control piglets; however, this did not result in a change in the Shannon diversity. The overall composition of jejunal microbiota did not change due to the amoxicillin treatment; however, the day (time point) was significant (Figure 6).

**Figure 5.**
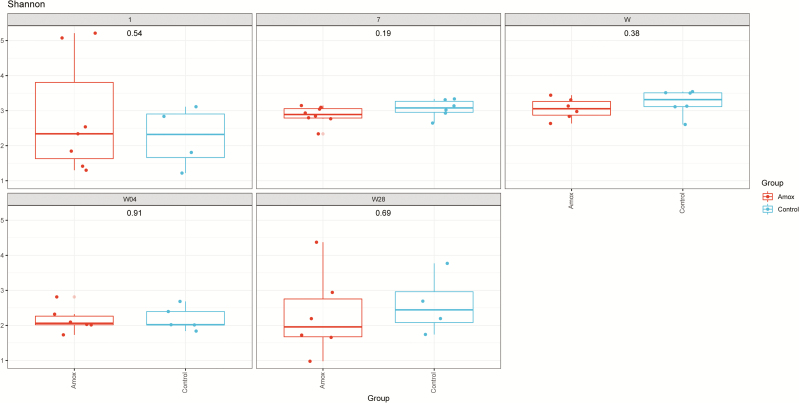
Shannon diversity of jejunal samples of amoxicillin and control piglets. Each panel represents a different day, from top left to bottom right, days 1, 7, weaning, 4 d postweaning, and 28 d postweaning. Red depicts offspring from amoxicillin-treated sows and blue depicts offspring from control sows, the value in the center represents the *P*-values.

**Figure 6.**
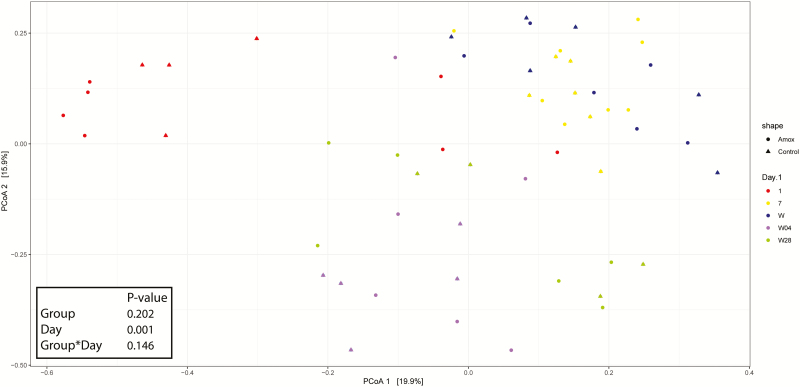
Principal coordinate analysis of jejunal microbiota composition of offspring from amoxicillin-treated sows or control sows. Each dot represents data from one animal. Colors indicate the age the piglets belong to; red, day 1 piglet jejunum; yellow, day 7 piglet jejunum; dark blue, day W piglet jejunum; lilac, day W28 piglet jejunum; and light green, day W4 piglet jejunum. Whereas the shape corresponds to the treatment group, control (triangle) and amoxicillin (circle) piglets. In the bottom left, the *P*-values for Group, Day, and Group × Day are depicted resulting from the “Permutational Multivariate Analysis of Variance Using Distance Matrices.”

This clearly shows the development of the jejunal microbiota. When focusing on the 10 most relatively abundant bacterial genera, the results show the development and changes in time of the jejunal microbiota (Figure 7). At day 1, a high percentage for the *Escherichia*/*Shigella* and *Streptococcus* group compared with all other time points. At day 7, a high percentage of *Fusobacterium* was present, whereas at weaning no bacterial groups were predominantly present. At 4 d after weaning the groups *Lactobacillus* and *Enterococcus* were highest, and at 4 wk after weaning again values were similar as observed at weaning. There was one exception: the *Pasteurellaceae* group was almost absent at 4 wk after weaning. Principle coordinate analysis (**PCoA**) of Bray–Curtis dissimilarities indicated overlap between maternal vaginal microbiota and piglet jejunal microbiota on day 1 (Figure 8). An association between these two microbial populations was observed, suggesting the first colonization of the neonatal jejunum originates from the maternal birth canal.

**Figure 7.**
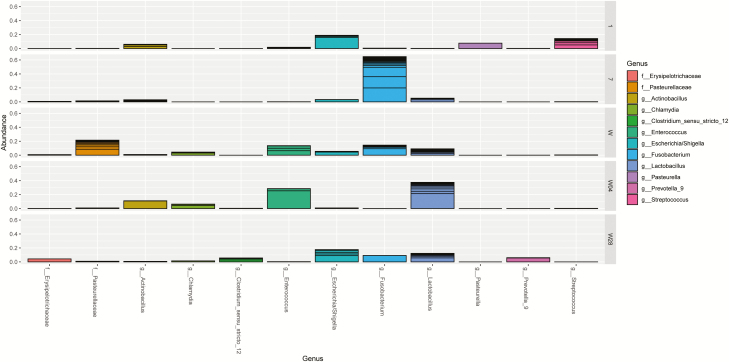
Top 10 bacterial groups at genera level in average abundance across Group and Day in piglets born from amoxicillin or control sows. From left to right on the *x*-axis are *Erysipelotrichaceae*, *Pasteurellaceae*, *Actinobacillus*, *Chlamydia*, Clostridium_sensu_stricto_12, *Enterococcus*, *Escherichia*/*Shigella*, *Fusobacterium*, *Lactobacillus*, *Pasteurella*, Prevotella_9, and *Streptococcus*. The days are depicted from top to bottom, days 1, 7, weaning (W, day 26), 4 d postweaning (W4), 28 d postweaning (W28), respectively, where in each graph the average relative abundance (ranging from 0 to 1) is depicted.

**Figure 8.**
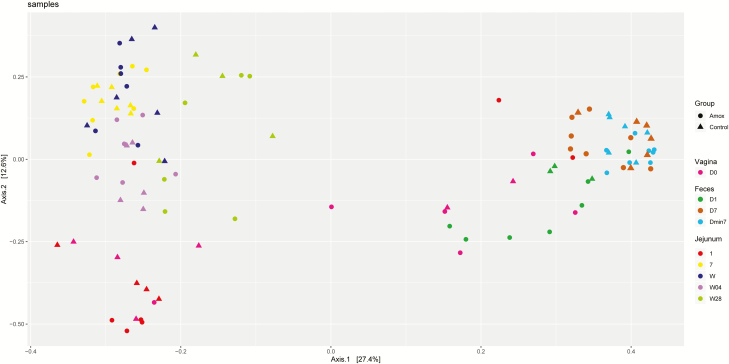
Principal coordinate analysis of all microbiota samples based on Bray–Curtis dissimilarities. Each dot represents one animal. Groups are depicted by different symbols, where circles represent amoxicillin-treated sows and triangles represent control sows. Color depicts the sampling site and day: magenta, day 0 (birth offspring) sow vagina red; dark green, day 1 after cessation amoxicillin treatment sow feces; brown, day 7 after cessation amoxicillin treatment sow feces; light blue, 7 d before start amoxicillin treatment sow feces; red, day 1 piglet jejunum; yellow, day 7 piglet jejunum; dark blue, day W piglet jejunum; lilac, day W28 piglet jejunum; and light green, day W4 piglet jejunum.

### Effect of maternal antibiotic treatment on neonatal mucosal gene expression

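Jejunal scrapings of 43 piglets were each hybridized to 1 one-color Agilent porcine array. Of these, 23 piglets came from control sows and 20 from sows that received amoxicillin, a beta-lactam antibiotic, at 15 mg/kg. The control and amoxicillin groups held 6 and 4 arrays at day 1, 6 and 4 at day 7, 3 and 4 at weaning, 5 and 4 at 4 d postweaning, and 3 and 4 at 4 wk postweaning, which the paper's methods place at day 54. The authors deposited the scanner output of every array, with a linear intensity for each of 45122 spots, and a table of their normalized log2 values. Of the spots, 1319 were controls and 43803 carried probes for genes, with 43603 probe names and 35884 transcript accessions. A gene symbol could be attached to 3037 accessions (8.46%), so most genes are known by accession only. The median intensity of each spot was background corrected with normexp at an offset of 1 and quantile normalized between arrays, after the paper's methods. Spots that the scanner software marked as outliers were left out, 45 to 375 per array, and the probes of an accession were averaged. The brightest of the other dark-corner spots over all arrays lay at 6.98 on the log2 scale. A gene was tested if it exceeded 1.1 times this value, 7.68, on every array of at least 1 group, which left 12771 genes, 1914 of them with a symbol. All arrays entered 1 limma fit of 10 groups. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change (amoxicillin minus control) beyond 1.5 in either direction. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.32 at day 1 and day 7, 0.34 at 4 d postweaning and 0.38 at weaning and 4 wk postweaning. Gene spots well above background numbered 15937 to 29827 on control arrays (median 28182) and 16150 to 26290 on amoxicillin arrays (median 21316.5). The arrays lay on 6 slides, 3 with control piglets only and 3 with amoxicillin piglets only. No slide held both treatments, so slide and treatment cannot be told apart within a slide, and the counts were also computed with the slide as a random block in limma.

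**Figure D1:**
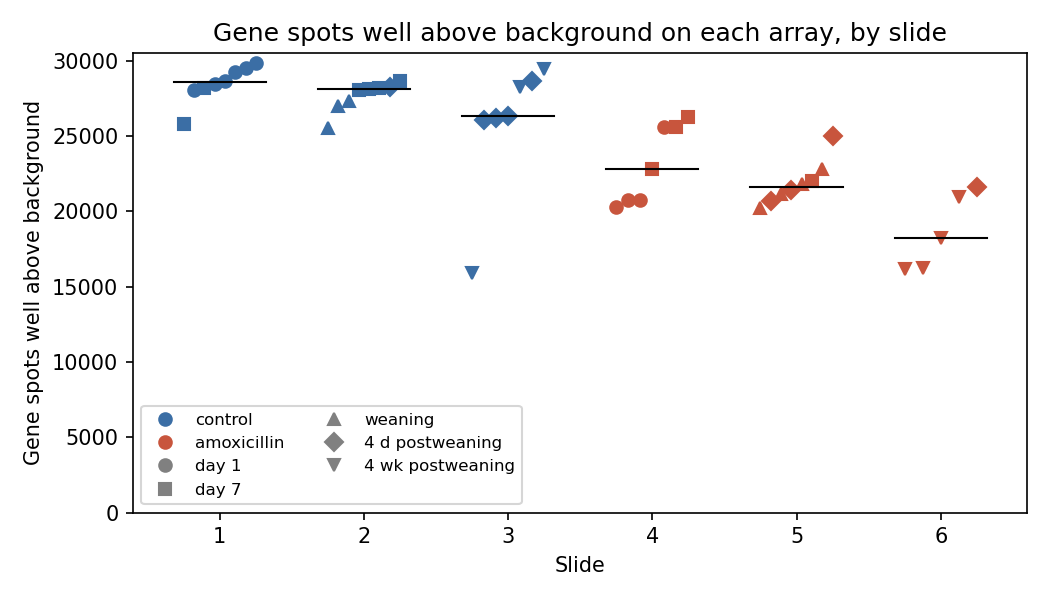
Gene spots well above background (y axis) on each of the 43 arrays, grouped by slide (x axis), with blue for control and red for amoxicillin arrays, a symbol for each day and a black line at the median of the slide. The medians were 28579, 28100 and 26318 on the control slides and 22838, 21623.5 and 18208 on the amoxicillin slides.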

The effect of maternal antibiotic treatment on intestinal jejunal gene expression of offspring was determined at day 1, day 7, weaning (day 26), 4 d postweaning (day 30), and 4 wk postweaning (day 56). Large numbers of genes were affected in expression level (*P*_adj_ < 0.05; log fold change > |1.5|), starting immediately after birth (day 1) where 62 genes were significantly differentially expressed until 4 wk postweaning (day 56) where 223 genes were differentially expressed. 

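At day 1, limma called 27 of the 12771 genes tested, 18 higher and 9 lower in piglets from amoxicillin-treated sows, with log2 fold changes from -2.86 to 2.93. At 4 wk postweaning 272 genes were called, 61 higher and 211 lower, from -4.28 to 4.92. The numbers at an unadjusted p under 0.05 were 1264 and 2225. The median log2 fold change of all genes tested lay below 0, at -0.12 at day 1 and -0.17 at 4 wk postweaning. Among the settings changed singly, the count at day 1 rose most without a filter on dim genes, to 787 genes (749 higher). At 4 wk postweaning the count was 1298 without this filter (927 higher). It moved most with the arrays of the day fitted alone, to 5 genes. The count was 10 with outlier spots kept, dark-corner spots included, which raised the dark-spot value from 6.98 to 9.88. With outlier spots kept for genes only, it was 270. With arrays shifted to a common 75th percentile in place of quantile normalization, 46 genes were called at day 1 (42 higher, 4 lower) and 124 at 4 wk postweaning (47 higher, 77 lower). With the scanner's processed signal at a common 75th percentile, 119 genes were called at 4 wk postweaning (13 higher, 106 lower). With the slide as a random block, no gene was called at day 1, where limma gave 548 genes at an unadjusted p under 0.05, and 65 were called at 4 wk postweaning (27 higher, 38 lower). Single arrays moved both counts. Day 1 gave 14 genes without control piglet 17 or 20, 15 without control piglet 16, 16 without control piglet 18 or amoxicillin piglet 17 or 18, and 17 without control piglet 19B. At 4 wk postweaning, 445 genes were called without amoxicillin piglet 40 (85 higher, 360 lower), and 118 without control piglet 34, where the higher genes were in excess (68 higher, 50 lower). That control array had 15937 gene spots well above background, the fewest of all. With the piglet number as a block, 31 genes were called at 4 wk postweaning, 28 of them higher. RNF39 (NM_001128446), which encodes a ring finger protein, had a normalized log2 intensity of 7.74 ± 0.66 (SD, n = 4) in the amoxicillin group and 6.19 ± 0.19 (SD, n = 6) in the control group at day 1. Its log2 fold change was 1.55 (standard error 0.36, adjusted p = 0.0446 from limma). For RNF39 at day 1, the adjusted p rose to between 0.067 and 0.18 when any of the 6 control piglets, or amoxicillin piglet 17 or 18, was left out.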

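At weaning, 435 genes were called, 140 higher and 295 lower in piglets from amoxicillin-treated sows, with log2 fold changes from -3.85 to 2.79. At an unadjusted p under 0.05, 2839 genes differed. A random block for the slide left 122 called genes, 30 higher and 92 lower. With arrays at a common 75th percentile, 493 were called, 236 higher and 257 lower. With outlier spots kept, dark-corner spots included, the filter left 3752 genes and 87 were called. With outlier spots kept for genes only, 433 were called. The arrays of the day fitted alone gave 2. A gene symbol was known for 19 of the 435 genes. LETM1 (NM_001244948), a mitochondrial ion transporter, had a normalized log2 intensity of 9.52 ± 0.86 (SD, n = 4) in the amoxicillin group and 11.88 ± 0.94 (SD, n = 3) in the control group, a log2 fold change of -2.37 (standard error 0.40, adjusted p = 3.7e-04 from limma). CLDN19 (NM_001160084), a claudin, was higher, at 9.59 ± 0.52 (SD, n = 4) against 7.59 ± 0.26 (SD, n = 3), a log2 fold change of 2.01 (standard error 0.42, adjusted p = 0.0028 from limma). WHAMM (XM_001927315), well above background on 3 of the 4 amoxicillin arrays and on all 3 control arrays, had a log2 fold change of -2.54 (standard error 0.52, adjusted p = 0.0022 from limma), and SELENOS (NM_001164113) one of -1.94 (standard error 0.42, adjusted p = 0.0033 from limma). The value of SELENOS was -1.45 without amoxicillin piglet 8. ATP4A (NM_214291), a subunit of the gastric proton pump, was at 1.89 (standard error 0.57, adjusted p = 0.0326 from limma), and lost its call without any 1 of the 3 control piglets or without amoxicillin piglet 25 or 29. SLC30A2 (NM_001139475), a zinc transporter, was well above background on 1 of the 4 amoxicillin arrays and on 0 of the 3 control arrays, so no fold is given for it. Of these 6 genes, LETM1 and WHAMM remained called with the slide as a random block. All 4 amoxicillin arrays of weaning lay on 1 slide and all 3 control arrays on another. The block therefore cannot part slide from treatment for a gene. At day 7, limma called 0 genes. The smallest adjusted p was 0.266 and 887 genes had an unadjusted p under 0.05. The random block for the slide also gave 0, with 590 genes at an unadjusted p under 0.05. With each array weighted by its own spread, 15 genes were called at day 7.

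**Figure D2:**
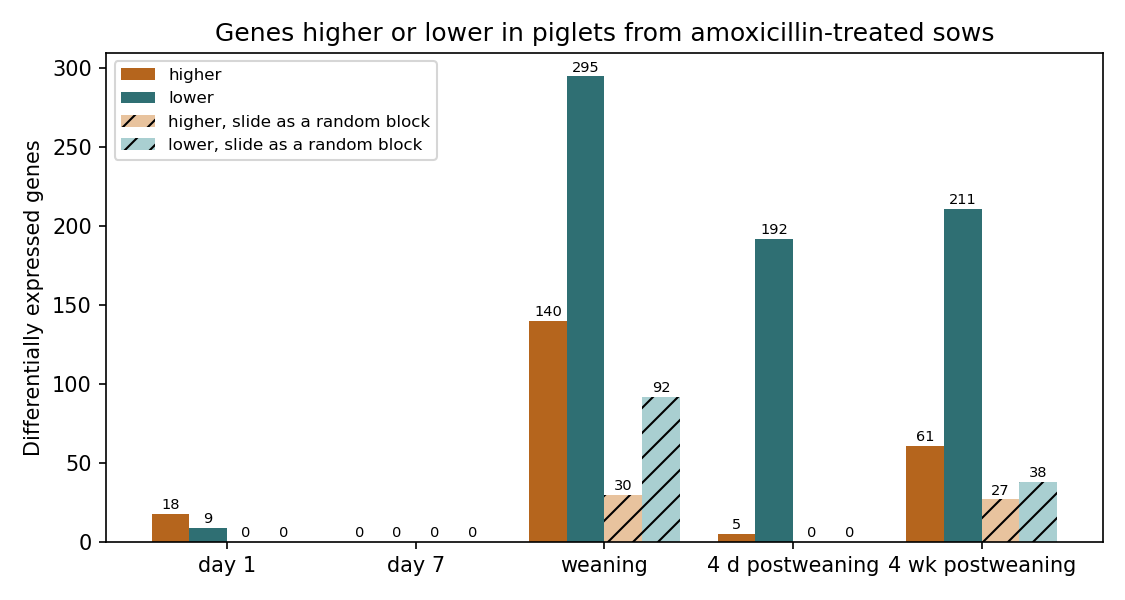
Number of differentially expressed genes (y axis) at each day (x axis), higher or lower in piglets from amoxicillin-treated sows, with hatched bars for the fit with the slide as a random block. Weaning had the highest bars in both fits, with 140 higher and 295 lower genes, or 30 and 92 with the slide block, and day 7 had none in either fit.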

The highest number of differentially expressed genes was found at weaning (*n* = 243), whereas no significant differences in gene expression were found on day 7. Principal component analysis showed that besides treatment, time was also a strong parameter determining gene expression patterns for both groups (Figure 9). 

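Principal components of the 12475 tested genes with a value on every array, each centred on its mean over the 43 arrays, placed 28.7% of the variance on the first component (jackknife standard error 3.01) and 10.1% on the second (standard error 2.01). Differences between days accounted for 94.4% of the variance of the arrays along the first component, and treatment for 1.53%. Along the second component the shares were 19.6% and 0.358%. Treatment had its largest share among the first 4 components on the third, 16.6%. The 6 slides accounted for 84.9% of the variance along the first component, since most slides held arrays of only a few days. The share of the first component moved most when the genes were not centred, to 88.0%.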

On all time points, expression patterns from piglets from control sows were separated from piglets from amoxicillin treated sows. 

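The separation of the groups was tested per day with a pseudo-F, the ratio of the between-group to the within-group sum of squares over the tested genes with a value on every array of that day, and a one-sided exact permutation test over all splits of these arrays. At day 1 the pseudo-F was 2.39 (exact p = 0.0048, the smallest that 210 splits allow, adjusted p = 0.024 over the 5 days). Pairs of arrays of that day differed by an SD of 0.78 to 0.95 in the amoxicillin group and 0.39 to 0.56 in the control group. The test also responds to unequal spread, and the 2 groups lay on different slides, so it does not single out treatment. At 4 d postweaning the pseudo-F was 1.79 (exact p = 0.040, adjusted p = 0.095 over the 5 days). At 4 wk postweaning it was 1.83 (exact p = 0.057, adjusted p = 0.095), where 35 splits allow no p below 0.029. At day 7 it was 1.50 (exact p = 0.090, adjusted p = 0.113). At weaning it was 1.25 (exact p = 0.37, adjusted p = 0.37), so the groups were no farther apart over these genes than in many other splits of the same arrays. Without a filter on dim genes the exact p at day 7 was 0.029, and without amoxicillin piglet 4 it was 0.036. At 4 d postweaning it lay between 0.056 and 0.079 with arrays at a common 75th percentile, without a filter, or with the dark-spot value multiplied on the linear scale, and between 0.054 and 0.114 without any 1 of control piglets 29, 30, 31 and 32 or amoxicillin piglets 32 and 33.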

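At day 7, 6.95% of the genes tested had an unadjusted p under 0.05 in limma, against 5% under chance. The median absolute log2 fold change was 0.23, the lowest of the 5 days, with the same numbers of arrays as day 1, where it was 0.26. Single-gene log2 fold changes reached 4.80 in size without passing the adjusted threshold.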

At day 7 however, all samples clustered closely together, confirming the lack of differentially expressed genes at that time point. 

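Between the 5 days, limma's moderated F-test gave 3900 genes (30.5% of those tested) in the control group and 6001 (47.0%) in the amoxicillin group at an adjusted p under 0.05. In each of these groups the days lay on 3 slides. With the slide as a fixed block, which leaves only the comparisons of days within a slide, the numbers were 58 and 1269. A random block for the slide gave 1708 and 3455. Whether the 2 groups differ in these numbers was not tested.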

Intestinal development as function of time was suggested by the changing expression patterns in time (Figure 9). At day 54, both groups were strongly separated. 

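At day 54, F8 (NM_214167), the gene of coagulation factor VIII, had the lowest log2 fold change among the called genes that carry a symbol and whose groups did not overlap. Its normalized log2 intensity was 9.01 ± 0.35 (SD, n = 4) in the amoxicillin group and 11.75 ± 1.13 (SD, n = 3) in the control group, a log2 fold change of -2.74 (standard error 0.50, adjusted p = 0.0014 from limma). With each array left out in turn it stayed between -3.22 and -2.12. TNFSF10 (NM_001024696) had a log2 fold change of -2.22 (standard error 0.52, adjusted p = 0.0101 from limma), and lost its call without control piglet 34 or amoxicillin piglet 39. FAT1 (NM_001190170), well above background on 2 of 4 amoxicillin and 3 of 3 control arrays, was at -1.97 (standard error 0.40, adjusted p = 0.0032 from limma) and lost its call without control piglet 34. Among the higher genes, PFDN2 (XM_001927323) was at 2.66 (standard error 0.49, adjusted p = 0.0017 from limma). It had a value on 3 of 4 amoxicillin arrays, all well above background, and was well above background on 1 of 3 control arrays. FGF9 (NM_213801) was at 2.47 (standard error 0.57, adjusted p = 0.0092 from limma), with 4 of 4 amoxicillin and 2 of 3 control arrays well above background, and lost its call without control piglet 37. All 4 of these amoxicillin arrays lay on 1 slide. The 1 amoxicillin array of 4 d postweaning on that slide had an FGF9 value of 10.18, against 5.52 to 5.89 on the other 3 arrays of its group. PCK2 (NM_001161753, 3 probes) was at 2.05 (standard error 0.56, adjusted p = 0.0261 from limma), and lost its call without any 1 of the control piglets or without amoxicillin piglet 38 or 39. F8 and PFDN2 were among the genes called with the slide as a random block, and FGF9, PCK2, TNFSF10 and FAT1 were not. The 3 control arrays of this day lay together on another slide than the amoxicillin arrays. The block therefore cannot part slide from treatment for a gene.

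**Figure D3:**
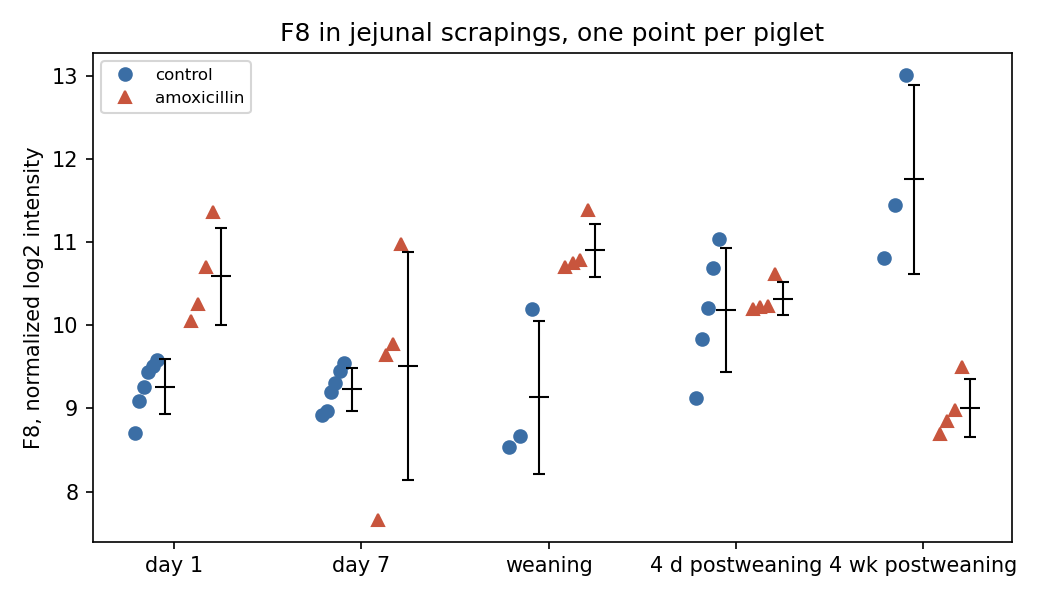
Normalized log2 intensity of F8 (y axis) in every piglet at each day (x axis), with circles for control and triangles for amoxicillin piglets and black bars for the mean and SD of each group. The log2 fold change was 1.77 at weaning and -2.74 at 4 wk postweaning, where the group means were 9.01 (amoxicillin) and 11.75 (control).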

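With the log2 fold change threshold of 1 that the methods give for the functional annotation, 19 genes were higher and 13 lower at day 1, 288 and 587 at weaning, 16 and 365 at 4 d postweaning, and 88 and 395 at 4 wk postweaning, all at an adjusted p under 0.05 in limma. None passed at day 7. Summed over the days these were 1771 calls. A gene symbol was known for 1 of the higher and 1 of the lower genes at day 1, 30 and 24 at weaning, 2 and 7 at 4 d postweaning, and 8 and 27 at 4 wk postweaning. The sum moved most with the arrays of each day fitted alone, to 215 (124 higher, 91 lower). It was 243 with the slide as a random block and 5029 (2894 higher, 2135 lower) without a filter on dim genes.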

To get more insight into the biological processes that were regulated in the jejunal scrapings of piglets, annotated genes were included in further functional pathway-enrichment analyses using DAVID (Table 2). 

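Lists of genes were written for the processes named in Table 2 and in the discussion and for cell types of the intestine. Of these, 12 lists had tested genes and were compared with all other genes at each of the 5 days by limma's camera at its preset correlation between genes of 0.01, on the moderated t of each gene. Of the 60 tests, camera called 0 at an adjusted p under 0.05. The smallest adjusted p was 0.308, and 7 tests had an unadjusted p under 0.05. The related test fry called 1, the apoptosis list at 4 wk postweaning (adjusted p = 0.0196). With the correlation estimated from the data, camera called 0, with 0 tests at an unadjusted p under 0.05. The number called moved most with the authors' normalized table, to 6. In that table each probe counts on its own, so that several probes of 1 gene are not independent.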

At all time points, except for day 7, after FAC several processes were differentially regulated in piglets from amoxicillin-treated sows compared with piglets from control sows. 

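Of the 1589 genes called at a log2 fold change beyond 1 at any day, 1409 (88.7%) were called at 1 day only, 178 at 2 days and 2 at 3 days. The largest overlap was between weaning and 4 d postweaning, with 127 genes shared between the 875 and 381 called, against 26.1 by chance (Fisher's exact test, adjusted p = 2.9e-54 over 10 pairs of days). All 127 changed in the same direction at both days. Day 1 and weaning shared 8 genes against 2.19 by chance (Fisher's exact test, adjusted p = 0.0056), and 1 of the 8 had the same direction at both. Weaning and 4 wk postweaning shared 27 genes against 33.1 by chance, 8 of them in the same direction, and 4 d and 4 wk postweaning shared 18 against 14.4, 7 of them in the same direction. Of the amoxicillin arrays, all 4 of weaning and 3 of the 4 of 4 d postweaning lay on 1 slide. Genes are not independent replicates, so these p values describe the gene lists.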

Although some processes were regulated at different time points, most processes were specific for a certain time point. Regulated processes included metabolic processes, apoptosis, mitotic cell cycling, and mitosis (*P*_adj_ < 0.05; log fold change > |1.0|) (Table 2).

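The apoptosis list, with 16 tested genes, had its lowest values at 4 wk postweaning, with a median log2 fold change of -0.47, 3 of 16 genes higher, and a limma camera adjusted p of 0.308 (0.0103 unadjusted). With the processed signal and with normexp at a common 75th percentile the adjusted p of limma's camera was 0.0297 and 0.0224, also lower, and with an offset of 50 it was 0.197. At weaning the median of the list was 0.01, with 8 of 16 genes higher (limma camera adjusted p = 0.878), and under the processed signal -0.06. The mitotic cell cycle list, with 10 tested genes, was lower at 4 wk postweaning in its median, -0.41, with 1 of 10 genes higher, but not against all other genes (limma camera adjusted p = 0.956). At day 1 its median was -0.48 and 0 of 10 genes were higher (limma camera adjusted p = 0.678). These directions were the same under the other 3 scalings. No list was written for metabolic processes.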

**Figure 9.**
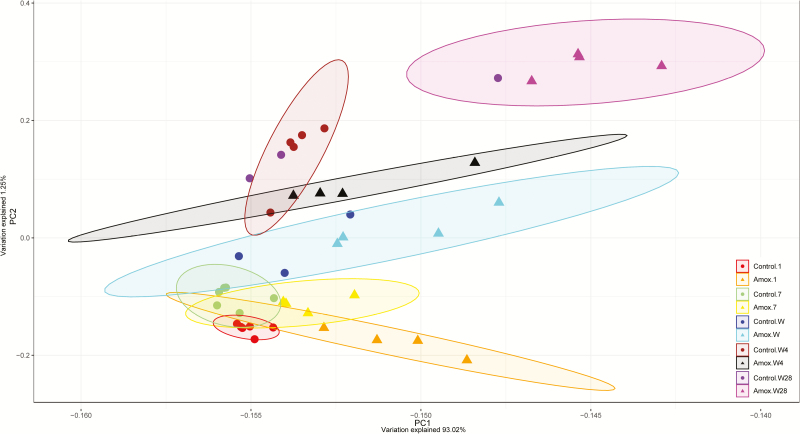
Principal component analysis of jejunal gene expression of offspring from sows that either received amoxicillin treatment or belonged to the control group. The variation explained on PC1 is 93.02% and for PC2 1.25%. Each dot represents data from 1 animal, triangles represent piglets from amoxicillin-treated sows; circles represent piglets from control sows. Colors indicate the age and group the piglets belong to; orange is day 1 amoxicillin (amox), red is day 1 control, yellow is day 7 amox, green is day 7 control, cyan is day weaning (W; d26) amox, blue is W control, black is 4 d postweaning (W4) amox, brown is W4 control, magenta is day 28 postweaning (W28) amox, purple is W28 control. Note that no ellipses could be drawn for control W (d26) and control W28, because only three piglets remained after quality control.

**Table 2:** FAC of regulated genes in jejunal scrapings of piglets from sows from the amoxicillin group compared to the control group

Condition	Day	Number of clusters	Generalized term^1^	Number of genes^2^	Enrichment score^3^
Upregulated genes					
Amoxicillin vs. Control	1	2	Immunoglobulin domain	5	1.14
			Cell junction	4	1.001
Amoxicillin vs. Control	W	2	Transmembrane	56	1.65
			Regulation of cell activation	5	1.258
Amoxicillin vs. Control	W + 4d	0	—	0	—
Amoxicillin vs. Control	W + 4w	1	Appendage morphogenesis	3	1.357
Downregulated genes					
Amoxicillin vs. Control	1	4	Ion channel activity	5	1.64
			Ion transport	4	1.42
			Blood circulation	3	1.23
			Membrane fraction	6	1.2
Amoxicillin vs. Control	W	24	Regulation of protein metabolic process	9	2.65
			Apoptosis	17	2.17
			Negative regulation of macromolecule	20	2.12
			Organelle lumen	30	2.12
			Intracellular protein transport	13	2.12
			Macromolecule catabolic process	20	2.05
			Initiation factor	5	1.77
			GRAM	3	1.74
			Nucleotide-binding	33	1.45
			Protein catabolic process	5	1.45
			Regulation of apoptosis	17	1.41
			Embryonic limb morphogenesis	5	1.38
			Phosphate metabolic process	12	1.28
			Domain:Helicase C-terminal	5	1.25
			RNA catabolic process	4	1.17
			Bromodomain	3	1.17
			Vacuole	8	1.16
			Glycoprotein biosynthetic process	6	1.16
			Cytoplasmic vesicle	14	1.12
			Ubiquitin-protein ligase	5	1.09
			Macromolecular complex assembly	14	1.1
			Regulation of transcription	9	1.08
			Sequence motif:DEAD box	3	1.06
			GTPase activity	7	1.05
Amoxicillin vs. Control	W + 4d	4	Ribosome	5	2.63
			Cell cycle process	7	1.34
			Ubiquitin-dependent protein	3	1.09
			M phase	5	1.09
Amoxicillin vs. Control	W + 4w	14	Purine nucleoside binding	46	4.69
			Phosphorylation	25	2.73
			Serine/threonine-protein kinase	12	2.53
			Mitotic cell cycle	15	2.26
			Mitosis	9	1.67
			Repeat:RCC1 5	3	1.59
			Macromolecule catabolic process	20	1.47
			Zinc finger	3	1.46
			Cell fraction	21	1.42
			Endoplasmic reticulum part	10	1.4
			Helicase activity	6	1.27
			Organelle lumen	31	1.24
			Transcription	8	1.22
			Nucleotide kinase activity	3	1.13

^1^classification stringency was set at high; ^2^ adjusted p value < 0.05 and log Fold Change > |1.5|; ^3^ clusters were indicated significant if above 1.00

### Maternal antibiotic treatment has developmental effects on gut morphology in offspring

There were no significant differences in villus length nor in mucosa length, indicating that the absorptive capacity was comparable between treatments. There was a significant difference in crypt depth between the treatment groups, where piglets from amoxicillin treated sows showed deeper crypts (Figure 10a). In the ileal mucosa also significantly deeper crypts were found (Figure 10b).

**Figure 10.**
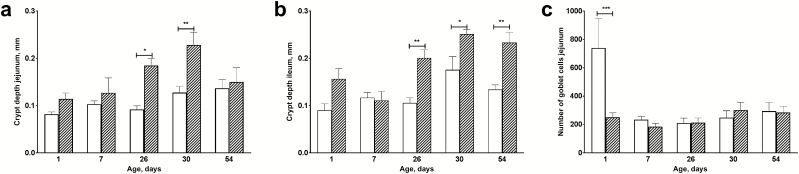
Intestinal morphometry of piglets from sows treated with amoxicillin or control sows. Crypt depth in jejunum (panel a) and ileum (panel b) as well as goblet cells in jejunum tissue (panel c) were determined in piglets from sows treated with amoxicillin (hatched bars) or from control sows (open white bars). Error bars indicate SEM. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

To determine whether the observed differences in development are also reflected by differences in proliferation, PCNA staining was used as a proliferation marker. However, no differences in proliferation of intestinal cells were found between the treatment groups. Numbers of goblet cells present in the jejunal mucosa significantly differed on day 1 (Figure 10c). Piglets that were born from control sows had much larger numbers of jejunal goblet cells. This difference in goblet cells was not found in the ileum.

## Discussion

Our study shows that maternal antibiotic treatment during the last week of gestation affects intestinal development in offspring for a period of at least 7 wk. Significant effects of the maternal antibiotic treatment on the microbial colonization and development of the gut in the offspring animals were observed although the maternal antibiotic treatment did not affect any of the measured performance parameters of the piglets. The strongest effects on intestinal development, as measured by gene expression profiles, were identified close to birth (day 1) and around weaning (day 26). 

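The share of tested genes with an unadjusted p under 0.05 was 22.2% at weaning, 17.4% at 4 wk postweaning, 13.6% at 4 d postweaning and 9.90% at day 1. The median absolute log2 fold change was 0.42 at weaning and 0.35 at 4 wk postweaning, where the control group had 3 arrays, and 0.26 at 4 d postweaning. Limma's F-test of whether the treatment contrast differs between days called 789 genes (6.18%) at an adjusted p under 0.05. The number moved most with the slide as a random block, to 48. It was 70 with the slide as a fixed block and 1988 without a filter on dim genes.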

Since those are important transition moments, discussion of the results was focused on these time points.

### Transition moment: birth

Different bacterial populations were changed in the vaginal microbiota at birth (day 0) and this population was comparable with (sow) fecal microbiota at day 1. On the first day of life, jejunal microbiota is very diverse, probably reflecting the early colonizers of the naïve intestine. Although little is known about transmission routes of colonizing organisms, it is very likely that piglets are colonized from maternal microbiota either via the vagina or ingestion of sow feces or colostrum (Blaser and Dominguez-Bello, 2016). Therefore, maternal antibiotic treatment could impact the early life colonization of the neonate by influencing the first colonizers (Schulfer and Blaser, 2015). In addition to the microbial changes, the piglets from antibiotic-treated sows showed increased expression of genes involved in the processes “tight junctions” and “immunoglobulins” immediately after birth. 

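At day 1, the list of tight junction genes had 12 tested genes, of 31 listed and 15 with a named probe. Their median log2 fold change was -0.26, with 3 of 12 higher, and limma's camera placed the list lower than all other genes without passing its threshold (adjusted p = 0.878). The median stayed between -0.30 and -0.25 under the other 3 scalings. No gene of the list passed an adjusted p of 0.05 in limma, either over all genes or adjusted over the list alone. CLDN3 (NM_001160075), the gene of claudin 3, had a normalized log2 intensity of 13.88 ± 0.56 (SD, n = 4) in the amoxicillin group and 13.88 ± 0.46 (SD, n = 6) in the control group. Its log2 fold change was 0.0022 (standard error 0.33, adjusted p = 0.998 from limma), and it was -0.21 with arrays at a common 75th percentile. OCLN (NM_001163647, 3 probes), the gene of occludin, was at 11.47 ± 0.60 (SD, n = 4) and 11.66 ± 0.11 (SD, n = 6), a log2 fold change of -0.18 (standard error 0.36, adjusted p = 0.920 from limma), and at 0.01 without amoxicillin piglet 17. The highest gene of the list was MARVELD3 (NM_001243841), at 0.27 (standard error 0.30, adjusted p = 0.850 from limma), named after its values were seen. The list median was 0.49 at weaning, with 9 of 12 genes higher (limma camera adjusted p = 0.467) and 2 at an adjusted p under 0.05 in limma, and 0.16 at 4 d postweaning, with 8 of 12 higher (limma camera adjusted p = 0.392).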

The tight junction proteins, including claudin3 and occludin, contribute to the barrier function of the intestine (Caricilli et al., 2014). At birth the gut of neonates is still “open” to allow passive uptake of macromolecules such as maternal antibodies from colostrum and milk in the first days of life (Pasternak et al., 2015). The formation of tight junction proteins closes the gut to form a solid barrier that protects the host from external challenges such as pathogens. The observed upregulation of these tight junctions may imply that the gut of neonates from amoxicillin treated sows closes earlier in life, thus putatively preventing uptake of macromolecules. Tight junction protein expression, i.e., occludin, was previously shown to be affected by nutritional interventions, where formula fed piglets displayed increased tight junction expression compared with sow fed piglets (Huygelen et al., 2012), indicating that oral interventions can affect expression of tight junctions proteins. At the same time point immediately after birth, it was shown that the number of jejunal goblet cells was significantly reduced in piglets from antibiotic treated sows. Goblet cells produce mucus that forms a thick protective layer covering the epithelial cells. This layer forms a dynamic protective barrier against invading pathogens, and simultaneously creates a niche where more beneficial bacteria can survive (Kim and Khan, 2013). Piglets from the antibiotic treated sows have significant lower numbers of jejunal goblet cells at birth, which could result in the observed slightly different microbiota on day 1. Although the production of mucus was not determined in this study, the significant decrease in jejunal goblet cells may decrease the protective capacity of the mucus layer against pathogens early in life. This thickness of the mucus layer could affect the timing of the regulation of the tight junction, with a mucus layer as first defense, the tight junction function could be delayed, due to less interaction with the lumen of the intestine. Genes associated with “Immunoglobulins” were upregulated in the piglets from amoxicillin treated sows. 

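At day 1, the immunoglobulin list had 7 tested genes, of 31 listed and 8 with a named probe. These 7 genes included no gene of an immunoglobulin chain. Their median log2 fold change was -0.34 and 1 of 7 was higher (limma camera adjusted p = 0.878). The median was between -0.42 and -0.18 under the other 3 scalings. The higher gene was PIGR (NM_214159), the polymeric immunoglobulin receptor, at 0.29 (standard error 0.82). CD79A (NM_001135962), a part of the B cell receptor, was at -1.06 (standard error 1.02), and the Fc receptor gene FCER1G (NM_001001265) at -0.56 (standard error 0.32). Their adjusted p from limma lay between 0.600 and 0.949, and 0 of the 7 genes passed an adjusted p of 0.05, over all genes or adjusted over the list alone, or an unadjusted p of 0.05. The other 4 genes lay between -0.36 and -0.12. After day 1 the list median was above 0, at 0.32 at weaning with 7 of 7 genes higher (limma camera adjusted p = 0.613), and at 0.33 at 4 d and 4 wk postweaning with 5 and 6 of 7 higher (limma camera adjusted p = 0.407 and 0.392).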

Immunoglobulins are involved in recognizing antigens, facilitating processes like opsonization and phagocytosis. The specific humoral immunity of neonatal animals mainly comes from maternal antibodies in milk. With ageing and organ development, the animal’s own immune system maturates and induces synthesis of its own specific antibodies (Butler et al., 2017). The increased expression of immunoglobulin-related genes after birth, most likely reflects the postnatal development of B-cells, a prerequisite for immunoglobulin production, since at this stage, piglets are still unable to produce specific antibodies although natural antibodies are present at that time. It could be speculated that the upregulation of the biological process of “immunoglobulins” is linked to the putative diminished passive uptake due to the earlier closure of the gut. However, additional research focused on immunoglobulin concentrations and tight junction formation in neonatal piglets as function of time is required to demonstrate this.

In summary, upregulation of genes associated with “tight junctions” and “immunoglobulins” immediately after birth will probably lead to intestinal epithelium that is more rapidly closed in piglets from amoxicillin-treated sows, whereas they have lesser numbers of goblet cells able to produce a mucin barrier. Thus antibiotic treatment may negatively affect the development of the first line of defense in neonates from amoxicillin-treated sows. A recent publication has demonstrated that transient maternal colonization during gestation also has strong impact on the intestinal development of the immune system of the offspring (Gomez de Aguero et al., 2016). This may explain our results showing that not only maternal microbiota composition was affected but also barrier function and intestinal immunological programming of neonates.

### Transition moment: weaning

At the second transition moment, i.e., weaning, it is known that the microbiota adapts to the transfer from liquid milk-based diets to solid feeds with vegetable protein and energy sources (Su et al., 2008). Intestinal microbiota benefit from the nutrient-rich environment of the gut, whereas the host benefits from microbiota-mediated adaptive digestive efficiency (Hooper et al., 2012; Maynard et al., 2012). At the transition moment at weaning, microbial diversity decreases due to the change of diet, combined with the abrupt cessation of exposure to sow milk, as well as stress associated to being removed from the sow. After weaning the permanent microbiota starts to develop which is reflected in an increasing diversity, this secondary succession was irrespective of treatment. This time-dependent pattern of diversity was also described by others (Unno et al., 2014). 

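At 4 d postweaning limma called 197 genes, 5 higher and 192 lower in piglets from amoxicillin-treated sows, with log2 fold changes from -3.63 to 2.43. An unadjusted p under 0.05 was found for 1740 genes. The arrays of this day fitted alone gave 1 gene. The random block for the slide left 0 called genes in limma, with 1101 at an unadjusted p under 0.05. The count rested on single arrays: it was 47 without amoxicillin piglet 32, 84 without amoxicillin piglet 33, 90 without control piglet 29 or 32, 120 without control piglet 30, 121 without control piglet 31, 361 without control piglet 10 and 427 without amoxicillin piglet 34.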

Our data corroborate these findings, piglets at weaning and following weeks showed profound changes in gene expression in the gut wall. Gene expression analysis showed that networks of genes that were differentially expressed between intestinal scrapings of piglets from amoxicillin-treated sows and control sows are involved in growth and development of cells, such as apoptosis, metabolic changes, and mitosis. These changes suggest that intestinal development is differentially regulated between the treated groups. These suggestions are confirmed by the observed morphological changes in the intestine, showing that around weaning piglets from amoxicillin-treated sows have significantly deeper crypts in both jejunum and ileum, but no difference in villus height or cells replication. 

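Of the 16 tested apoptosis genes, 2 passed an adjusted p of 0.05 over all genes tested at 4 wk postweaning and 4 passed when adjusted over the list alone. The 2 genes were TNFSF10, a ligand that triggers apoptosis, and XIAP (NM_001097436), an inhibitor of apoptosis, at -1.62 (standard error 0.41, adjusted p = 0.0169 from limma), named after its values were seen. At day 1 no gene of the list passed over all genes and 1 passed adjusted over the list alone, with a list median of 0.05 (limma camera adjusted p = 0.392). Of the 10 tested genes of the mitotic cell cycle, 0 passed at any day in limma, either over all genes or adjusted over the list alone. From the processes in Table 2, the paper proposes that intestinal development was regulated differently between the groups.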

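The lists for the cell cycle, the ribosome and protein degradation had 10, 34 and 15 tested genes. At 4 d postweaning the mitotic cell cycle list had a median log2 fold change of -0.33, with 1 of 10 genes higher (limma camera adjusted p = 0.878), and at weaning 0.06, with 6 of 10 higher (limma camera adjusted p = 0.885). The ribosome list had a median of -0.05 at 4 d postweaning, with 14 of 34 genes higher (limma camera adjusted p = 0.878). This direction depended on the scaling: with arrays at a common 75th percentile the list was higher, with 28 of 34 genes (limma camera adjusted p = 0.0052), and with the processed signal 30 of 34 (limma camera adjusted p = 7.1e-04). At weaning its median was -0.01 with quantile normalization and 0.29 and 0.30 under these 2 scalings, and 3 ribosomal genes passed an adjusted p of 0.05 in limma over all genes, or 4 adjusted over the list alone. These 3 were RPL22, RPS12 and RPS18, all lower, named after their values were seen. At 4 wk postweaning the median was 0.05, with 22 of 34 genes higher (limma camera adjusted p = 0.308), and -0.18 and -0.15 under these 2 scalings, with 3 of 34 higher in each. The protein degradation list was at 0.07 at 4 d postweaning, with 9 of 15 genes higher, while its mean was -0.07 and limma's camera placed it lower without passing its threshold. Of its genes, 0 passed an adjusted p of 0.05 in limma over all genes and 2 passed adjusted over the list alone.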

Taken together, gene expression and morphological data indicate that the crypts of piglets deepen around weaning as an effect of the amoxicillin treatment which in combination with the upregulation of cell cycle processes, ribosomal activity, and protein degradation imply that the intestinal development, the subsequent differentiation of cells or the timing of these processes was delayed by maternal antibiotic treatment. Since on day 1 immediately after birth differences in barrier function and intestinal integrity were found, it cannot be excluded that these differences steered the intestinal development in another direction, resulting in the described developmental differences observed around weaning. Another hypotheses could be that altered crypt depth might be mediated by microbiota composition in early life, as shown for conventional pigs which display deeper crypts than germ-free or mono-colonized pigs, and in rats a conventional microbiota leads to deeper crypts than in germ-free conditions (Shirkey et al., 2006; Cherbuy et al., 2010; Arnal et al., 2014). These observed changes in intestinal microbiota of offspring are in accordance with the findings of Holman and Chénier, who concluded that there is considerable resilience to antibiotic (administered to the piglets) perturbation of the gut microbiota in pigs over a period of 19 wk from suckling onward (Holman and Chenier, 2014).

## Conclusion(s)

Maternal antibiotic use during (late) gestation, as proof of concept for a modulation, changes the diversity in sow fecal microbiota and also affects the intestinal development of piglets in early life, however, without significant change to the piglets microbiota. This implies that it is possible to modulate the intestinal development of piglets by maternal interventions, although the impact on health of this modulation is not known. Therefore, it may be possible to steer the intestinal development of offspring using maternal (feed) interventions.

## Supplementary Material

skaa181_suppl_Supplementary_Table_S1 Click here for additional data file.

## Abbreviations

DAVID: Database for Annotation, Visualization and Integrated Discovery
DNA: deoxyribonucleic acid
FAC: functional annotation clustering
GFP: green fluorescent protein
LIMMA: Linear Models for Microarray and RNA-Seq Data
PCNA: proliferating cell nuclear antigen
PCoA: principle coordinate analysis
PCR: polymerase chain reaction
RNA: ribonucleic acid

# Supplementary material for: The effect of maternal antibiotic use in sows on intestinal development in offspring
**Source:** J Anim Sci. 2020 Jun 1;98(6):skaa181. doi: 10.1093/jas/skaa181
**Supplement:** skaa181_suppl_Supplementary_Table_S1

**Supplementary Table S1** Composition of gestation and lactation feed

How the deposited data were processed for this re-analysis (not part of the article)

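Jejunal scrapings of 43 piglets, 23 from control sows and 20 from sows given amoxicillin, were measured on 1 one-color Agilent array each. The authors labelled RNA with cyanine 3, scanned the arrays and extracted them with Feature Extraction 10.7.3.1. They deposited, for every array, the linear intensity of each spot, its local background, the scanner software's processed signal and its outlier flags. These intensity values are not scaled between arrays. The authors also deposited a table of log2 values for 43603 probe names, made with normexp at an offset of 1 and quantile normalization over the 43 arrays. The same steps applied to the median intensity of each spot gave the values of that table within 5.0e-09. The extraction output holds no mean intensity and no gene names, which the plan of the tests had assumed, so the median intensity and the transcript accession were used. Gene symbols were joined by transcript accession from a RefSeq table of porcine genes, and names beginning with LOC were not counted as symbols in the rule for named genes.

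Background correction, quantile normalization and model fits were computed with limma 3.58.1 in R 4.3.3. Spots with an outlier flag were left out (45 to 375 per array, median 97), and the remaining probes of an accession were averaged. The paper's filter takes the highest dark spot as a base value, multiplies it by 1.1 and keeps genes above the product on all arrays of a condition. The methods do not state whether the base value comes from 1 array or all arrays, from flagged spots or not, or on which scale it is multiplied. Each array has 35 dark spots, and 109 of them over all arrays carried a flag. The base value used is the highest dark spot without a flag over all arrays, 6.98 in log2, or 9.88 with flagged ones. This reading was settled after 10 runs had been made and their counts seen beside the paper's, and the counts of these runs are in the closing section. The rule on LOC names and the use of the moderated t of each gene for camera were also settled after first results had been seen. Of the 12771 genes tested, 296 lack a value on at least 1 array. The principal components, fry, camera with an estimated correlation, the piglet-number block and the fixed slide block were computed from the 12475 genes with a value on every array, and the separation of the groups from the genes with a value on every array of the day.

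All arrays were fitted together as 10 groups of treatment and day, and amoxicillin was compared with control at each day. Differential expression required an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1.5, or beyond 1 for the functional annotation. Differences between days and between the treatment contrasts of the days were tested with limma's moderated F-test, the separation of the groups with an exact permutation test of a pseudo-F, gene lists with camera and fry, and overlap between days with Fisher's exact test. Principal components were computed with every gene centred. On simulated data with 200 changed genes among 12475, the fit recovered 90, 88, 84, 91 and 79.5% of them from day 1 to 4 wk postweaning, with 6, 2, 2, 5 and 5 false calls. The F-tests between days in the control group and between treatment contrasts recovered 88.5 and 67.5%. All planted changes lay beyond the fold threshold of 1.5, on independent normal noise with the same spread in both treatments. Slide and surface effects were not simulated, so these shares do not give the power for smaller changes or for the real arrays.

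The tests, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were an offset of 50, the processed signal at a common 75th percentile, normexp at a common 75th percentile, no filter, a filter on spots well above background, multiplication of the base value on the linear scale, 1 value per probe name, flagged spots kept, the authors' table, the arrays of each day alone, the slide as a random or fixed block, the piglet number as a block, no fold threshold, fry, an estimated correlation in camera, genes not centred, and leaving out each array. Added later were the base value with flagged dark spots, per array or as the median of the arrays, flags kept for genes only, removal of a surface trend, and array weights. Genes named in the text were taken from, for each day, the 3 highest and 3 lowest called genes with a symbol whose groups do not overlap, and CLDN3, OCLN and PCNA, which the paper names. PCNA has no named probe. Lists of marker genes covered goblet cells, enterocytes, smooth muscle, blood, B and plasma cells, T cells and pancreatic acinar cells. A list of 7 ileal genes was added after the weight of FABP6 on the second component had been seen.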

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

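In this part, the tests of FABP6 with MS4A1, of the other splits at weaning, of the variance that follows the place of a spot and of the slides shared by day 7 and weaning and by 4 d and 4 wk postweaning were chosen only after the result was seen.

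In 14 of the 143 groups of 4 to 6 arrays that were tested (9.79%), 1 array lay far from the others of its group. Chance gives about 1 in 20. At weaning, amoxicillin piglet 8 was lowest in the enterocyte list, 13.68 (others 15.76 to 15.79), in CLDN3, 14.83 (15.94 to 16.00), and in OCLN, 10.51 (13.36 to 13.51). For OCLN at weaning, the log2 fold change was 0.73 with this array and 1.46 without it (adjusted p = 0.0018 from limma). At day 7, control piglet 19 had the fewest gene spots well above background, 25791 (others 28070 to 28644), and was lowest in the B and plasma cell list, 8.13 (8.65 to 8.80), and in the enterocyte list, 15.31 (15.58 to 15.68). FABP6, an ileal gene, was high in control piglet 23 at day 7, 9.26 (6.73 to 7.15), and in amoxicillin piglet 24 at day 7, 12.41 (6.55 to 7.54). The T cell list was high in amoxicillin piglet 20 at day 7, 9.25 (8.64 to 8.68), and in amoxicillin piglet 10 at 4 d postweaning, 10.74 (9.21 to 9.38). At day 1, amoxicillin piglet 18 had the most gene spots well above background, 25580 (20321 to 20767), control piglet 17 was lowest in the smooth muscle list, 10.33 (10.94 to 11.25), and control piglet 19B had the lowest mean of the spike-in spots, 8.69 (10.33 to 11.10). The place of a spot accounted for 5.13% of the variance on control piglet 31 at 4 d postweaning (others 1.67 to 2.37%). No cause was tested for the values of control piglet 19 at day 7, the T cell list, the smooth muscle list, the spike-in spots, the spots above background and the place of the spot.

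The arrays high in FABP6 may hold tissue from farther down the intestine. In the deviations of the 43 arrays from their group means, FABP6 rose with SLC10A2, the other ileal gene with a named probe (r = 0.57, permutation p = 3.4e-04, adjusted p = 3.4e-04, rho = 0.48, permutation p = 0.0025, r = 0.52 without the 2 farthest arrays, and 0.47, 0.30, 0.87, 0.07 and 0.56 within slides 1 to 5). FABP6 also rose with MS4A1, a B cell gene (r = 0.66, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 2e-05, rho = 0.64, r = 0.69 without the 2 farthest, and 0.67, 0.90, 0.77, 0.39 and 0.84 within slides), 2 relations in all. This second relation is part of the pattern and goes with lymphoid follicle tissue as well, so the 2 kinds of tissue cannot be told apart by it. Not every array high in FABP6 was high in SLC10A2: control piglet 7 at weaning had 8.55 (others 8.80 and 9.20) and amoxicillin piglet 24 at day 7 had 6.85 (others 4.71 to 8.57). The paper does not give the position of each scraping, and no biological explanation was tested.

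At weaning, control piglet 7 and amoxicillin piglet 8 had the highest MS4A1 values, 12.65 and 12.86 (others 6.15 to 9.55), and FABP6 values of 15.98 and 15.99. Of the 34 other splits of the weaning arrays, 7 gave as many called genes as the real one, and all 7 kept these 2 arrays on one side, against 15 of the 34. Among the 20 splits that part the 2 arrays, the real one included, the median count was 0 and the real one alone reached its count, while the median over the 15 that keep them together was 410. Tissue that differs between these 2 arrays and the rest is therefore a candidate explanation for the large counts of the other splits.

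The treatment contrast differed between days for 789 genes in limma, and for 8 of the genes named in the text, which had been chosen for their values at 1 day. The adjusted p was 6.6e-04 for F8 (log2 fold change 1.77 at weaning, -2.74 at 4 wk postweaning), 0.0024 for PFDN2 (-1.21 at 4 d postweaning, with 1 of 4 amoxicillin arrays well above background, and 2.66 at 4 wk postweaning, with 1 of 3 control arrays), 0.0083 for ATP4A (-1.63 at day 1, 1.89 at weaning), 0.0108 for LETM1 (-2.37 at weaning, 0.48 at 4 wk postweaning), 0.0195 for CLDN19 (2.01 at weaning, -0.88 at 4 wk postweaning), 0.0224 for RNF39 (1.55 at day 1, -0.74 at 4 wk postweaning), 0.0278 for FGF9 (-0.77 at weaning, 2.47 at 4 wk postweaning) and 0.0410 for SELENOS (-1.94 at weaning, 0.35 at 4 wk postweaning). Of 100 groupings, the real one included, only the real one gave as many genes, and the median was 0. Another grouping reached 769, close to the real 789, so chance is not excluded. Days also lay on different slides, and a difference between slides may account for part of it. The 1 amoxicillin array of day 7 on the slide of the weaning arrays, minus the others of its group, correlated over genes with the log2 fold change at weaning (r = 0.40, against -0.13 to 0.13 for arrays of any group on the same slide). That array is amoxicillin piglet 24, high in FABP6, so animal and slide are not separable. Control piglets 4 and 19 of day 7, on another slide than the rest of their group, gave r = 0.013 with weaning. The 1 amoxicillin array of 4 d postweaning on the slide of the 4 wk arrays, minus the others, gave r = 0.18 with the log2 fold change at 4 wk postweaning, inside the -0.21 to 0.24 of arrays on the same slide, so this value does not decide. With the slide as a fixed block, which leaves only comparisons of days within a slide, 70 genes differed in limma, a number not compared with other splits. Age, which the design names, stays open as a biological explanation.

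The paper states that duplicate probes of a gene were averaged. Before averaging, the SD of spots that carry the same probe had a median of 0.360 on amoxicillin arrays (0.237 to 0.507) and 0.176 on control arrays (0.124 to 0.259). Uneven signal over the surface of the arrays is a candidate explanation. The place of a spot accounted for a median of 10.8% of the variance on amoxicillin arrays (3.32 to 38.3%) and 1.67% on control arrays (0.615 to 5.85%). Over the spots of tested genes, it accounted for 12.7, 7.97, 14.5, 17.7 and 6.87% of the variance of the log2 fold changes from day 1 to 4 wk postweaning. After shuffling the places the share was at most 0.730%. Over all spots the shares were 23.0, 8.06, 7.39, 10.9 and 18.3%, so the order of the days depended on the spots taken. The spots of called genes were spread more unevenly than random spots of tested genes, with an index of 199, 299, 458 and 265 at day 1, weaning, 4 d and 4 wk postweaning, against a 95th percentile of 121, 113, 115 and 115 for random spots. With the surface trend removed, 48.1% of the called genes of day 1 were still called, just under the 50% set beforehand, 81.6% of those of weaning, 76.1% of those of 4 d and 67.3% of those of 4 wk postweaning. The trend is thus argued against as the whole cause at weaning and may account for much of the count at day 1. At 4 d and 4 wk postweaning 150 of 197 and 183 of 272 genes were called again, shares between the 50% and 80% set beforehand, so the trend stays open there for part of the counts. No biological explanation was tested for the spread of repeated spots.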

How the results depend on the processing

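Of the settings in this part, the base value with flagged dark spots, per array or as the median of the arrays, flags kept for genes only, the removal of a surface trend and array weights were chosen only after the result was seen, and the reading of the base value used throughout was settled after the counts of 10 runs had been seen beside the paper's.

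The counts of those 10 runs at day 1, day 7, weaning, 4 d and 4 wk postweaning were as follows. The authors' table gave 826, 1, 1087, 281 and 1483 without a filter (43603 probe names), 0, 0, 163, 113 and 4 with the highest dark spot, flagged ones included (6876), and 189, 1, 868, 280 and 763 with the median of the arrays (25761). Genes with flagged spots kept gave 0, 0, 87, 93 and 10 with the highest dark spot (3752 genes), 1, 0, 140, 116 and 23 on the linear scale (5318), and 778, 3, 845, 250 and 1307 without a filter (35884). The reading used gave 27, 0, 435, 197 and 272 (12771). Multiplication on the linear scale gave 56, 0, 530, 211 and 403 (15174), a base value per array 371, 1, 649, 254 and 811 (22044), and 1 value per probe name 29, 0, 622, 218 and 361 (18152).

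The separation of the groups kept its side of the threshold at day 1 and weaning under all 14 settings run, at day 7 under 13 of 14, at 4 wk postweaning under 12 of 14 and at 4 d postweaning under 7 of 14. The other settings are given here, and their causes were not tested unless stated. Signal over background limits the results: the filter decides how many genes are tested, and the amoxicillin arrays had fewer gene spots well above background than the control arrays, so dim genes are measured on fewer of them.

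With an offset of 50, 9 genes were called at day 1, 255 at weaning and 160 at 4 wk postweaning. With the processed signal at a common 75th percentile, the counts were 12 at day 1, 2 at day 7, 251 at weaning and 119 at 4 wk postweaning, with 972 calls for the annotation, 2 gene lists, 3562 genes between days in the amoxicillin group, 315 whose treatment contrast differs between days, a pseudo-F of 1.72 at 4 d postweaning (exact p = 0.079) and 33.0% on the first component. CLDN3 reversed to -0.034 at day 1 and 0.22 at 4 d postweaning. This setting moved the median log2 fold change of all genes to -0.20 at day 1 and -0.21 at 4 wk postweaning. With normexp at a common 75th percentile, 46 genes were called at day 1, 1 at day 7 and 124 at 4 wk postweaning, with 2 gene lists, 4 overlaps between days and a pseudo-F of 1.73 at 4 d postweaning (exact p = 0.071). CLDN3 reversed to -0.21 at day 1 and 0.011 at 4 d postweaning, and OCLN to -0.0059 at day 7. The median of all genes was -0.15 at day 1 and -0.17 at 4 wk postweaning. The cause was not tested.

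Without a filter, 35884 genes were tested. The counts were 787 at day 1, 3 at day 7, 850 at weaning (463 higher, 387 lower) and 1298 at 4 wk postweaning, with 5029 calls for the annotation, 1 gene list, 12472 genes between days in the amoxicillin group, 1988 whose contrast differs, a pseudo-F of 1.49 at day 7 (exact p = 0.029) and 1.49 at 4 d postweaning (exact p = 0.056), and 17.6% on the first component. With the filter on spots well above background, 20839 genes were tested, with 178 called at day 1 (146 higher), 1 at day 7 and 488 at 4 wk postweaning, 3031 calls for the annotation, 4 overlaps, 9257 genes between days in the amoxicillin group, 1472 whose contrast differs and 23.7% on the first component. On the linear scale, 56 genes were called at day 1 and the pseudo-F at 4 d postweaning was 1.73 (exact p = 0.056). With flagged spots kept, the base value rose to 9.88 and 3752 genes were tested. Limma called 0 genes at day 1 (226 at an unadjusted p under 0.05), 87 at weaning, 93 at 4 d and 10 at 4 wk postweaning, with 393 calls for the annotation, 1 gene list, 1 overlap, 1241 and 1699 genes between days in the control and amoxicillin groups, 116 whose contrast differs and 37.9% on the first component. With flagged dark spots in the base value alone, the values were 0 at day 1 (226 at an unadjusted p under 0.05 in limma), 87, 93 and 10, then 393, 1 gene list, 1 overlap, 1239 and 1698, 117 and 38.2%. Keeping flags for genes only moved none of these counts by over 1.5 times, so the fall comes with the base value. With a base value per array, 371 genes were called at day 1, 1 at day 7 and 811 at 4 wk postweaning (464 higher), with 3793 calls for the annotation, 10201 genes between days in the amoxicillin group, 1963 whose contrast differs, a pseudo-F of 1.60 at 4 d (exact p = 0.063) and 1.76 at 4 wk postweaning (exact p = 0.029), and 23.4% on the first component. With the median of the arrays as the base value, the counts were 305 at day 1, 1 at day 7, 701 at weaning and 781 at 4 wk postweaning (433 higher), then 3824, 10110 and 1948, a pseudo-F of 1.62 (exact p = 0.063) and 1.72 (exact p = 0.029), and 23.3%.

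The gene lists past the threshold numbered 5 with 1 value per probe name and 6 with the authors' table, where 1 gene counts with several probes, and 1 with fry. Among these, the apoptosis list was higher at day 1 (limma camera adjusted p = 0.0052 and 0.0051) and the ribosome list higher at 4 wk postweaning (limma camera adjusted p = 0.0116 and 0.0122). The apoptosis list at 4 wk postweaning was lower in each of the 7 settings of camera that called any list. With genes not centred, the first and second components held 88.0 and 3.48%. With the arrays of each day fitted alone, which leaves 5 to 8 residual degrees of freedom, the counts were 72, 1, 2, 1 and 5 from day 1 to 4 wk postweaning, with 215 calls for the annotation. Without a fold threshold, 1015 genes were called at weaning, 431 at 4 d and 525 at 4 wk postweaning. With array weights, 86 were called at day 1, 15 at day 7 and 518 at 4 d postweaning. With the surface trend removed, 17 were called at day 1 and the pseudo-F at 4 d postweaning was 1.76 (exact p = 0.063). The cause was not tested.

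With the slide as a random block (correlation within slides 0.128), limma called 0 genes at day 1, 122 at weaning, 0 at 4 d and 65 at 4 wk postweaning (548 and 1101 at an unadjusted p under 0.05 where 0 were called). There were 243 calls for the annotation, 1708 and 3455 genes between days in the control and amoxicillin groups and 48 whose contrast differs. CLDN3 reversed to -0.016 at day 1 and OCLN to -0.016 at day 7. A fixed block for the slide left 58 and 1269 genes between days and 70 in their contrast. Every slide held 1 treatment, so these fits cannot part slide from treatment.

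Piglet numbers recur between the groups of a day. Between same-numbered samples, the correlation of their deviations from the group mean ran from -0.27 to 0.44 over 10 pairs, with 4 over 0.1. It was not compared with pairs of unlike number. Whether the number follows the batches of sows that the paper describes was not tested, so what these samples share stays open. With the number as a block, which leaves 5 residual degrees of freedom, limma called 0 genes at day 1, 1 at day 7, 0 at 4 d and 31 at 4 wk postweaning, 28 of these higher (1013 and 1111 at an unadjusted p under 0.05 where 0 were called), with 453 calls for the annotation. CLDN3 at 4 d postweaning was 0.48 and OCLN at day 7 -0.24 in the block fit.

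With each array left out in turn, the counts ran from 14 to 36 at day 1, 0 to 1 at day 7, 303 to 613 at weaning, 47 to 427 at 4 d and 118 to 445 at 4 wk postweaning, the calls for the annotation from 1364 to 2330 and the gene lists from 0 to 1. The lowest count at day 1 was without control piglet 17 or 20. The lowest and highest counts were without control piglet 25 and amoxicillin piglet 8 at weaning, amoxicillin piglets 32 and 34 at 4 d postweaning, and control piglet 34 (68 higher, 50 lower) and amoxicillin piglet 40 at 4 wk postweaning. The pseudo-F ran from 2.04 to 2.78 at day 1, 1.26 to 1.87 at day 7, 0.936 to 1.79 at weaning, 1.42 to 2.53 at 4 d and 1.45 to 2.16 at 4 wk postweaning. The exact p at 4 d postweaning was 0.054 to 0.114 in 6 of the 9 fits with an array left out, and at day 7 it was 0.036 without amoxicillin piglet 4. At weaning and 4 wk postweaning no split of 6 arrays can reach a p under 0.05. CLDN3 ran from -0.22 to 0.22 at day 1 and -0.30 to 0.40 at 4 d postweaning, and OCLN from -0.41 to 0.012 at day 1 and -0.15 to 0.13 at day 7, so these 4 values have no stable sign. CLDN3 at day 1 was -0.10 without control piglet 17, -0.11 without control piglet 20, -0.22 without amoxicillin piglet 18 and -0.05 without amoxicillin piglet 21, and CLDN3 at 4 d postweaning was 0.03 without control piglet 30 and 0.40 without amoxicillin piglet 34. OCLN at day 1 was 0.012 without amoxicillin piglet 17, and OCLN at day 7 was -0.15 without control piglet 22, -0.02 without control piglet 23 and -0.04 without amoxicillin piglet 20.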

Differences from the paper's values

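At day 1 the paper gives 62 differentially expressed genes and 27 were called here. Of the alternatives set before the data were examined, normexp at a common 75th percentile (46), multiplication on the linear scale (56) and the arrays of the day alone (72) lie within 1.5 times the paper's number. An offset of 50 (9), the processed signal (12), no filter (787), the filter on spots well above background (178), 1 value per probe name (29), flagged spots kept (0), the authors' table (25), no fold threshold (33) and the blocks for slide and piglet number (0 each) do not. In limma, 226 genes had an unadjusted p under 0.05 with flagged spots kept, 548 with the slide block and 1013 with the piglet-number block. Array weights, chosen after seeing the values, gave 86.

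At weaning the paper gives 243 genes and 435 were called here. An offset of 50 (255) and the processed signal (251) lie within 1.5 times the paper's number. Normexp at a common 75th percentile (493), no filter (850), the filter on spots well above background (616), the linear scale (530), 1 value per probe name (622), flagged spots kept (87), the authors' table (619), the arrays of the day alone (2), the slide block (122), the piglet-number block (394) and no fold threshold (1015) do not.

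For the principal components, the paper gives 93.02% on the first and 1.25% on the second, and 28.7 and 10.1% were found here. Among the alternatives set before the data were examined, the first component lies within 1.5 times the paper's value only with genes not centred (88.0%), and no such alternative does for the second (3.48% with genes not centred, 8.42 to 10.6% under the others). The authors' table without a filter and without centring, a run chosen after seeing the values, gave 92.98 and 1.29%.

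The paper describes groups that separate at all days. The exact permutation p of the separation was under 0.05 at day 1 and 4 d postweaning, and 0.090, 0.37 and 0.057 at day 7, weaning and 4 wk postweaning. After adjustment over the 5 days, day 1 alone remained under 0.05.

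The paper writes of higher tight junction genes and immunoglobulins at day 1. The medians of the lists written here for these processes were -0.26 and -0.34. The tested genes of the immunoglobulin list included no gene of an immunoglobulin chain. Table 2 places the immunoglobulin domain and cell junction among the higher genes of day 1, from clusters whose gene names are not given. The lists are not these clusters, so the medians do not test them.

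The discussion writes of cell cycle, ribosome and protein degradation processes as higher, while Table 2 lists these at 4 d postweaning under lower genes. At that day the list medians were -0.33, -0.05 and 0.07 here, and the ribosome list was 0.32 and 0.33 with arrays at a common 75th percentile. Table 2 lists apoptosis under the lower genes of weaning, where the list median was 0.01.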

Other observations

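In this part, the tests of other splits at day 7 and for the gene lists, of the slide medians of spots above background and of array quality with the first component were chosen only after the result was seen.

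Other splits of the arrays of a day into groups of the same sizes were fitted in the same way. As many called genes came from 1 of 100 splits at day 1, the real one (the next had 4), so chance is excluded there. At 4 d postweaning 2 of 100 splits gave as many, the real one with 197 genes and another with 394. Such counts were rare at that day, but chance is not excluded. It is also not excluded at weaning (8 of 35, up to 1013 genes) or 4 wk postweaning (2 of 35). The other split at 4 wk postweaning, with 338 genes, placed amoxicillin piglet 40 with the 3 control piglets. At day 7 limma called 0 genes (887 at an unadjusted p under 0.05), so 100 of 100 splits gave as many, up to 57, and for the 0 gene lists that camera called (7 at an unadjusted p under 0.05, 1 called by fry) 100 of 100 did, with a median of 5. For the calls beyond a log2 fold change of 1 at any day, 4 of 100 redrawn groupings gave as many, the real one included. The largest other grouping gave 1949 calls against the real 1771, so chance is not excluded for this sum. For the genes differing between days, 1 of 100 gave as many in the control group and 1 of 100 in the amoxicillin group. This was the real order of days each time, so chance is excluded for these genes. The real split is also the split by slide.

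A difference between slides cannot be told apart from treatment at any day, because each slide held 1 treatment. With the slide as a random block, limma called 0, 122, 0 and 65 genes at day 1, weaning, 4 d and 4 wk postweaning (548, 1831, 1101 and 1405 at an unadjusted p under 0.05). The slide medians of gene spots well above background were lower on all 3 amoxicillin slides than on the 3 control slides (exact p = 0.1, the smallest that 3 slides against 3 allow), which leaves slide and treatment open in the same way.

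Noise of single spots alone is argued against as the source of the log2 fold changes. For 2585 genes with 2 probes in different places, the log2 fold changes of the 2 probes correlated with r = 0.37, 0.42, 0.27, 0.27 and 0.44 from day 1 to 4 wk postweaning, against at most 0.086 for probes of different genes matched on level. The correlation at day 7, where limma called 0 genes (887 at an unadjusted p under 0.05), was among these.

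The genes shared by weaning and 4 d postweaning may come in part from the slide that their amoxicillin arrays share. The 1 amoxicillin array of 4 d postweaning on another slide, piglet 34, minus the arrays on the shared slide, correlated over genes with the log2 fold change at weaning at r = -0.34, against -0.07 to 0.09 for single arrays on the shared slide. The 1 control array of 4 d postweaning on the slide of the weaning controls, piglet 10, gave r = -0.035, inside the -0.13 to 0.13 of all arrays on the same slide. The number of such arrays is 1, so animal and slide are not separable. Persistence of an effect from weaning to 4 d later stays open and was not tested.

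At day 7 the mean of 10 spike-in probes was 1.09 higher in log2 on amoxicillin arrays (10.85 ± 0.43, SD, n = 4) than on control arrays (9.76 ± 0.87, SD, n = 6; exact p = 0.038, adjusted p = 0.143 over 5 days). Over all arrays 15.7% of the spike-in spots were saturated and 72.7% were well above background, and the difference ran from 0.11 to 1.79 over the 10 probes, so the mean gives a direction more than a size. The spike-in contrast at day 7 minus that at day 1 was 0.98 (standard error 0.74) without a block and 1.38 (standard error 0.94) with the slide as a fixed block. The errors are too large to tell a difference between slides from others. The design gives no biological explanation for spike-in RNA.

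Array quality may enter the first component of the authors' log2 values, but no decision was reached. With the axis turned as in Fig. 9, the component correlated with the number of gene spots well above background within the 20 amoxicillin arrays (r = -0.81, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 7e-05, rho = -0.78, r = -0.71 without the 2 farthest). Within the 23 control arrays r was -0.71 (permutation p = 0.0090, adjusted p = 0.0210) and rho -0.17, and r was -0.11 without the 2 farthest. Within slides r was 0.94, -0.49, -0.93, -0.86 and -0.45 on slides 1 to 5, so slide 1 goes the other way. There were 7 relations. The days are spread unevenly over the slides, so day and quality cannot be told apart, and age stays open as a biological explanation.

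The marker lists have few named probes. The goblet cell list at day 1 had 4 tested genes of 15 listed, a median log2 fold change of 0.04 and 2 of 4 genes higher (limma camera adjusted p = 0.878), with medians of -0.09 and -0.02 with arrays at a common 75th percentile. Its genes were SPDEF at 0.25 (standard error 0.30), SPINK4 at 0.09 (0.15), MUC13 at -0.01 and CLCA1 at -0.04 (0.40). The enterocyte list (8 tested) lay between -0.13 and -0.01 over the 5 days, and between 0.01 and 0.61 at the first 4 days with arrays at a common 75th percentile. At 4 wk postweaning it was -0.24 with the processed signal and -0.28 with normexp at this percentile, with 1 of 8 genes higher in each. It was at 0.61 at 4 d postweaning under both of these scalings, with 7 of 8 genes higher with the processed signal and 6 of 8 with normexp (limma camera adjusted p = 0.246 and 0.203). The smooth muscle list (6 tested) was 0.45 at 4 d postweaning, 6 of 6 higher (limma camera adjusted p = 0.392), and below 0 at the other days. The T cell list (8 tested) lay between 0.07 and 0.30, with a limma camera p of 0.0588 at day 7 (adjusted p = 0.441), and its median at day 1 was -0.14 with the processed signal and 0.48 with normexp at a common 75th percentile (limma camera adjusted p = 0.143), where day 7 was at 0.45 (limma camera adjusted p = 0.203). The B and plasma cell list (3 tested) lay between -0.06 and 0.43 and the pancreatic acinar list (2 tested) between -0.38 and 0.52. No blood gene was tested. With quantile normalization and 1 value per gene, none of these lists passed an adjusted p of 0.05 in camera, and 1 of their 30 tests, the smooth muscle list at 4 d postweaning, had an unadjusted p under 0.05. With 1 value per probe name, the acinar list, then of 25 probes, was higher at day 1 and 4 wk postweaning (limma camera adjusted p = 0.0241 and 7.0e-04). The authors' table gave 0.0239 and 7.4e-04, and 0.0471 for the smooth muscle list at 4 d postweaning. Several of these probes belong to 1 gene and are not independent.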
